# Nutrigenomic regulation of one-carbon metabolism and the circadian clock in health and disease

**DOI:** 10.1093/jb/mvag050

**Published:** 2026-07-01

**Authors:** Jean-Michel Fustin

**Keywords:** circadian clock, epigenetics, epitranscriptomics, one-carbon metabolism, S-adenosylmethionine

## Abstract

Methylation of DNA, histones and RNA is central to the regulation of circadian rhythms, yet the biochemical origin of the methyl groups driving these modifications has received comparatively little attention in circadian biology. This review explores the bidirectional crosstalk between the methyl cycle and the mammalian circadian clock. We describe how S-adenosylmethionine-dependent epigenetic and epitranscriptomic modifications constitute essential layers of circadian gene regulation, and how the clock orchestrates the rhythmic expression of one-carbon metabolism enzymes and oscillations in S-adenosylmethionine availability. The direct interaction between the *S-adenosylhomocysteine hydrolase* and the core clock component BMAL1 at circadian gene promoters emerges as a molecular nexus linking methyl group supply to clock-driven transcription. We further discuss how the methyl cycle occupies a privileged position within the circadian entrainment hierarchy, acting as both a target of nutritional zeitgebers in peripheral tissues and a potential source of metabolic feedback to the central pacemaker, and how dietary perturbation of the methyl cycle disrupts circadian rhythms. Finally, we discuss how this crosstalk is implicated in metabolic liver disease, cancer, neurological disorders and aging. Together, these findings position the circadian clock as a sensitive read-out of nutritional methyl metabolic status, with broad implications for chronobiology and nutrigenomics.

## The Circadian Clock—A Multilayered Regulatory System

### The core transcriptional–translational feedback loop

Circadian rhythms are self-sustaining, ~24-hour oscillations that govern virtually every aspect of mammalian physiology, from sleep–wake cycles and hormone secretion to immune function and metabolism. At the molecular level, they rely on clock genes in an autoregulatory transcriptional–translational feedback loop (TTFL) that are remarkably conserved across eukaryotes. In mammals, the positive arm of this loop is driven by the bHLH–PAS transcription factors CLOCK and BMAL1, which heterodimerize, translocate to the nucleus and bind E-box sequences (CACGTG) in the promoters of other clock-genes as well as clock-controlled genes (CCGs) to activate their transcription; this occurs predominantly during the day in the liver (*1*). Among the most important clock genes are the Period genes (Per1–3) and Cryptochrome genes (Cry1–2), whose protein products form PER–CRY repressor complexes that translocate back to the nucleus and inhibit CLOCK-BMAL1, thereby suppressing their own synthesis (*1*). As repressor proteins are degraded, CLOCK-BMAL1 activity is restored and a new cycle begins. Secondary interlocking loops composed of other clock genes not only provide further stabilizing oscillations of the main oscillator but also drive the expression of CCGs at different phases during the day, e.g. the loop formed by the nuclear receptors REV-ERBα and RORα, which are also CLOCK-BMAL1 targets, acting on ROR Response Elements (ROREs) in the promoter of target genes (including *Bmal1* itself) that REV-ERBα represses and RORα activates, the latter occurring during the night in the liver (*1*).

A major determinant of the period of the TTFL is the timing of clock protein degradation. Casein kinase 1δ/ε (CK1δ/ε) phosphorylates PER proteins, targeting them for ubiquitination and proteasomal degradation; AMPK phosphorylates CRY proteins via an analogous mechanism (*1*). These post-translational events introduce the delay necessary to convert rapid transcriptional oscillations into a 24-hour period and represent key points at which metabolic inputs (including the methyl cycle, as discussed in ‘Crosstalk between One-carbon Metabolism and the Circadian Clock’) can modulate clock speed. Beyond phosphorylation, and like most transcriptional programmes, the clock is further shaped by ubiquitination and sumoylation of clock proteins (*1*). These post-translational modifications (PTMs) determine clock protein stability and nuclear localization and are covered in detail elsewhere (*2*); their relevance here is to underscore that the clock integrates metabolic signals simultaneously at multiple regulatory tiers, and that perturbation of the methyl cycle can impinge on timing through both epigenetic and post-translational mechanisms.

In mammals, a master pacemaker in the suprachiasmatic nuclei (SCN) of the hypothalamus is entrained by the light–dark cycle and synchronizes peripheral clocks in virtually every organ. Peripheral clocks are additionally responsive to feeding, temperature and hormonal signals, making them directly sensitive to nutritional inputs that are independent of the light cycle (*1*).

### Epigenetic regulation: histone modifications

The TTFL alone cannot account for the tissue-specific, environmentally responsive and rhythmically precise expression of clock genes and CCGs. This requires the coordinated remodelling of chromatin over a 24-hour cycle, named the circadian epigenome (*3*).

Rhythmic histone acetylation was among the first epigenetic marks linked to circadian transcription (*4*). CLOCK itself possesses intrinsic acetyltransferase activity targeting H3K9/14 and also acetylates BMAL1, a modification required for CRY1 recruitment to the repressor complex (*5**,*  *6*). The NAD^+^-dependent deacetylase SIRT1 opposes CLOCK-mediated acetylation by deacetylating BMAL1, PER2 and H3K9/14 at circadian promoters, linking clock amplitude directly to cellular energy status via the NAD^+^/NAMPT feedback axis (*7**,*  *8*).

Histone methylation is equally central to circadian chromatin dynamics and is a major interface between the methyl cycle and the clock. H3K4 trimethylation (H3K4me3), a hallmark of active promoters, oscillates in a circadian manner through the action of a recruited histone H3K4 methyltransferase to CLOCK–BMAL1 complexes and generates a chromatin state permissive for transcriptional activation (*9*). Loss of MLL1 abolishes both rhythmic H3K4me3 and downstream H3K9/14ac, establishing histone methylation as hierarchically upstream of acetylation in the circadian chromatin programme (*9*). The repressive phase is mediated by EZH2-deposited H3K27me3 and by H3K9 methylation during transcriptional silencing (*10**,*  *11*). Lysine demethylases balance this cycle, removing activating and repressive methyl marks in a phase-dependent manner (*12**,*  *13*).

### DNA methylation

Under basal conditions, DNA methylation at CCG promoters is relatively stable, though genome-wide cytosine modifications, including 5-hydroxymethylcytosine, display circadian oscillations across other genomic regions (*14**,*  *15*). At the pathological level, promoter hypermethylation of PERs and BMAL1 has been documented across multiple cancers, establishing a link between epigenetic clock silencing and oncogenesis (*16*).

### Epitranscriptomic regulation: RNA methylation

Biochemical modification of mRNA (collectively termed ‘the epitranscriptome’) represents a more recently appreciated regulatory layer whose dynamic nature is still being actively debated. Unlike histone methylation, whose writers, erasers and readers are relatively well characterized, the field of RNA methylation has expanded rapidly only since high-throughput mapping of mRNA modifications became possible in the early 2010s. In mammals, at least two distinct S-adenosylmethionine (SAM)-dependent mRNA methylation systems are relevant to circadian regulation: internal N^6^-methyladenosine (m^6^A) and the 5′ mRNA cap.

The most abundant internal modification is m^6^A, catalysed by the core methyltransferase complex METTL3/METTL14 and the adaptor WTAP. A related N^6^-adenosine-methyltransferase, METTL16, provides a direct mechanistic link between SAM availability and gene expression: when SAM is abundant, METTL16 methylates the *Mat2a* pre-mRNA, leading to intron retention and premature decay; when SAM is limiting, the absence of methylation permits normal splicing, increasing MAT2A protein and SAM production. This constitutes an elegant negative feedback loop in which a SAM-dependent RNA methyltransferase directly senses and restores cellular methyl group supply (*17–20*).

m^6^A influences mRNA splicing, stability, nuclear export and translation, decoded by reader proteins of the YTH domain family that promote distinct, and sometimes opposing, functional outcomes (*21*). Whether m^6^A is truly dynamic, deposited and removed in response to physiological signals like histone methylation, or whether apparent changes reflect mRNA turnover rather than active mark cycling, remains actively debated; two demethylases, FTO and ALKBH5, have been characterized but their physiological targets and timescales of action are not yet fully resolved (*22**,*  *23*).

A distinct but equally SAM-dependent methylation occurs at the 5′ cap. The RNA guanine-N^7^ methyltransferase RNMT deposits a 7-methylguanosine (m7G) cap essential for mRNA stability, splicing and ribosome recruitment, and whose degree of methylation modulates the translational efficiency of individual transcripts (*24**,*  *25*). Adjacent 2′-O-ribose methylations (cap-1 and cap-2), catalysed by CMTR1 and CMTR2, further influence splicing, processing and translation (*26*). No eraser has been described for either m7G or 2′-O-ribose in mammals. While cap methylation was long considered a constitutive modification, it is now clear that it can be induced and is dynamic across biological timescales (*24**,*  *25*).

Depending on the transcript, local sequence and structure, and cell type, any mRNA methyl mark may have stimulatory or inhibitory effects on transcription, splicing, nuclear export, translation and stability. Fig. 1 illustrates how epigenetic and epitranscriptomic methylation are an integral part of the circadian TTFL.

**Fig. 1:**
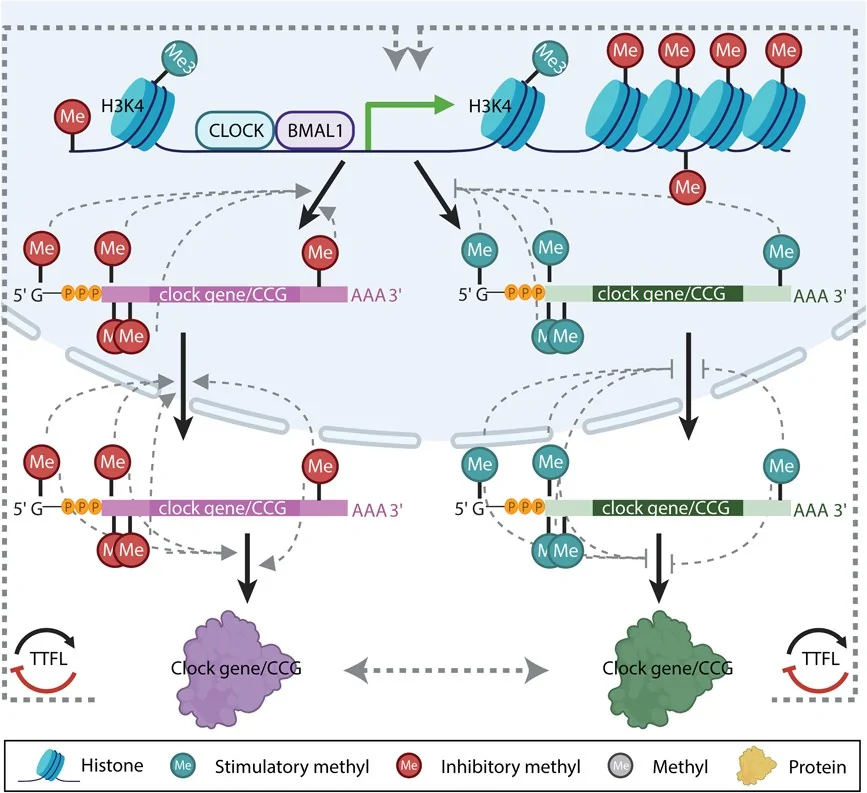
**Pervasiveness of methyl groups within the TTFL.** The TTFL of the clock is driven by CLOCK-BMAL1 stimulating the expression of other clock genes, directly or indirectly via accessory loops, that in turn repress or activate the transcription of target genes, including CLOCK-BMAL1 targets themselves. This TTFL is itself submitted to the influence of various DNA, mRNA (cap or internal) and histone methyl marks that can either have an inhibitory or stimulatory effect on the expression of clock and CCGs. Methylation of rRNA and tRNA and non-histone proteins, not shown here, likely also have a role to play. Figure elements from BioRender. Fustin, J. (2026)

Beyond mRNA, SAM-dependent methylation is also pervasive in ribosomal RNA (rRNA) and transfer RNA (tRNA), where it plays essential roles in translation fidelity and efficiency. In rRNA, over 100 methylation events stabilize ribosome structure and modulate translational accuracy and output (*26*). In tRNA, methylations at multiple positions, including m^5^C and m^1^A by, are essential for tRNA folding, stability and decoding (*26*). Given that ribosome biogenesis and translational capacity fluctuate across the circadian cycle, and that clock proteins must be synthesized with precise timing, SAM-dependent rRNA and tRNA methylation represents potentially important but largely unexplored the link between methyl group supply and circadian protein output.

## One-Carbon Metabolism—The Biochemical Engine of Methyl Group Supply

### SAM: the universal methyl donor

SAM is the principal biological methyl donor, participating in more than 200 distinct methyltransferase reactions in the human cell (*27*), and is widely recognized as one of the most widely used enzyme cofactors in cellular metabolism (*28*). SAM is synthesized in the cytoplasm from the essential amino acid methionine and ATP by methionine adenosyltransferase (MAT), in a reaction that consumes all three phosphate groups of ATP and is essentially irreversible under physiological conditions (*28*). The liver is the principal site of SAM metabolism, accounting for approximately half of daily methionine processing and ~85% of all transmethylation reactions (*28*).

Three genes encode the catalytic subunits of MAT in mammals: MAT1A, a catalytic subunit expressed in differentiated hepatocytes; MAT2A, the catalytic subunit expressed in all extrahepatic tissues and encoding a lower-affinity isoform; and MAT2B, a regulatory subunit for MAT2A (*28*). This isoform pattern is developmentally regulated: foetal liver expresses MAT2A, which gives way to MAT1A after birth (*28*) and is pathologically reversed in liver injury and hepatocellular carcinoma (*29**,*  *30*), with direct consequences for SAM levels and epigenetic stability discussed in ‘Implications for Health and Disease’.

### The transmethylation–SAH–homocysteine axis

After donating its methyl group to a substrate, SAM is converted to S-adenosylhomocysteine (SAH). This by-product is a potent competitive inhibitor of virtually all SAM-dependent methyltransferases, binding their active site with similar affinity to SAM but without transferring a methyl group (*28*). The ratio of SAM to SAH is therefore the primary biochemical determinant of methyltransferase activity in vivo. SAH is hydrolysed to homocysteine and adenosine by SAH hydrolase (AHCY); this reaction thermodynamically favours SAH synthesis and proceeds in the hydrolysis direction only because both products are rapidly removed (*28*). AHCY is not merely a housekeeping enzyme. It directly interacts with partners at sites of dynamic histone methylation, including the polycomb repressive complex 2 (*31**,*  *32*), and BMAL1 at circadian gene promoters (*33*), making it a molecular nexus between methyl metabolism and the clock. Whether AHCY also colocalizes with other methyltransferase remains to be confirmed, but AHCY has been shown to interact with FTO and protect mRNA from m6A demethylation (*34*), and large interactome studies suggest AHCY interacts with the translation initiation complex (*35*), which is largely dependent on cap methylation.

Homocysteine sits at a metabolic junction. It can be remethylated back to methionine via two routes: methionine synthase (MTR), which requires 5-methylTHF and vitamin B12, operating in all tissues; or betaine–homocysteine methyltransferase (BHMT), which uses betaine derived from choline and is restricted to liver and kidney (*28*). Alternatively, in the liver, brain and kidney, homocysteine can enter the transsulfuration pathway—converted to cysteine via cystathionine β-synthase (CBS) and cystathionine γ-lyase, both requiring vitamin B6—ultimately contributing to glutathione synthesis and cellular antioxidant capacity. SAM itself allosterically governs this partitioning: at high SAM, MTHFR is inhibited (reducing 5-methylTHF for remethylation) and CBS is activated (promoting transsulfuration); at low SAM, the brake on remethylation is released and homocysteine is efficiently recycled to restore the methionine pool (*28*).

### The folate cycle and dietary methyl group sources

The methyl group of methionine originates primarily from the folate cycle. Natural dietary folate (vitamin B9) is mainly 5-methyltetrahydrofolate (5-MTHF), the biologically active form of folates that can be absorbed into the bloodstream. 5-MTHF is however highly unstable, and many countries have mandated the fortification of flour and cereals with the synthetic folic acid (*36*). Folic acid must be reduced to tetrahydrofolate (THF) and acquires one-carbon units principally from serine via serine hydroxymethyltransferase (SHMT, requiring vitamin B6), generating 5,10-methyleneTHF. MTHFR (requiring riboflavin, vitamin B2) irreversibly reduces this to 5-methylTHF, whose methyl group is then transferred to homocysteine by MTR (requiring vitamin B12) to regenerate methionine (*28**,*  *37*).

Choline is a particularly important alternative methyl source: oxidized to betaine, it supports BHMT-mediated remethylation in the liver and kidney independently of folate. The key nutritional implication is that adequate SAM levels require a coordinated supply of at least six essential dietary components: methionine, folate (B9), cobalamin (B12), riboflavin (B2), pyridoxine (B6) and choline/betaine. Deficiency in any one impairs the cycle at a specific point and reduces methylation capacity, with downstream consequences for all SAM-dependent reactions including those at circadian gene promoters (*38*).

### Homeostatic regulation and SAM as a metabolic signal

The liver maintains SAM within a tight physiological range through the glycine N-methyltransferase (GNMT) buffer. GNMT, present at 1–3% of hepatocyte cytosolic protein, transfers excess SAM methyl groups to glycine to produce sarcosine, and is itself inhibited by 5-methylTHF—creating a direct reciprocal link between the folate cycle and SAM homeostasis (*28*). Genetic disruption of this buffer is instructive: GNMT-knockout mice accumulate ~40-fold excess hepatic SAM and develop global hypermethylation, NASH and hepatocellular carcinoma; Mat1a-knockout mice suffer chronic SAM deficiency and develop the same pathological endpoint through hypomethylation—demonstrating that both deficiency and excess of SAM are harmful (*28*).

A central insight for this review is that SAM and the SAM/SAH ratio function not merely as passive substrates but as active metabolic signals that communicate nutritional state to the epigenome. Because many methyltransferases have kinetic parameters in the range of physiological SAM and SAH concentrations, small dietary-driven fluctuations in the SAM/SAH ratio are sufficient to alter specific histone and DNA methylation patterns without any change in methyltransferase expression (*39**,*  *40*). Methionine restriction produces rapid, reversible decreases in H3K4me3 at specific loci within hours; restoration of methionine reverses these marks (*39*). Critically, intracellular methionine and SAM concentrations themselves oscillate in a circadian manner in the mouse liver (*41*), providing the metabolic foundation for the bidirectional clock–methyl metabolism crosstalk explored in ‘Crosstalk between One-carbon Metabolism and the Circadian Clock’.

A further layer of metabolic interconnection exists between SAM and NAD^+^ homeostasis through nicotinamide N-methyltransferase (NNMT), which methylates nicotinamide (a NAD^+^ precursor) using SAM, thereby simultaneously consuming methyl groups and reducing NAD^+^ availability (*42*). Since SIRT1-mediated circadian chromatin deacetylation depends on NAD^+^ (‘Epigenetic Regulation: Histone Modifications’), high NNMT activity could impair the clock through both reduced methylation potential and reduced SIRT1 activity. 

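One of the data sets behind statements on the fasted liver is a time course of mouse liver transcriptomes. C57BL/6J mice, an inbred laboratory strain, were moved from a light–dark cycle to constant darkness, and food was either left in place (control, fed ad libitum) or removed at circadian time (CT) 10 (fasted). Livers were collected every 4 h from CT8 to CT44, at 10 times, from 2 males and 2 females of each treatment, giving 80 libraries, 40 for each treatment and 4 for each treatment and time. At CT8 food had not yet been removed, so that the fasted group at that time was still fed. From CT12 to CT44 the fast had lasted 2 to 34 h. The libraries were made from polyadenylated RNA, kept the strand of the transcript and were read from both ends. The titles of the libraries and their detailed labels disagree on sex for 40 of the 80 libraries and on treatment for 40. The titles were used, since the column names of the deposited tables and the design of the study go with them. Xist, which is expressed from the inactive X chromosome of females, and Ddx3y, which lies on the Y chromosome, went with the sex in the title in all 80 libraries.

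The authors deposited the number of reads counted on each gene without normalization, the same counts divided by 1 factor per library, and counts on bins of exons. The aligner, the counting program and the genome build are not named in the text of the article. Total gene counts lay between 25534901 and 59927771 per library, with a median of 42724329.5 in controls and 41874166 in fasted mice. The totals of fasted and control libraries from CT12 to CT44 did not differ by more than chance (two-sided permutation test, p = 0.122). No pair of replicates was close enough to be 1 library deposited as 2. The raw counts were used here. Of 78275 listed genes, the 21187 with enough counts were tested with edgeR's quasi-likelihood test after TMM normalization, with a mean for each treatment, time and sex, and p-values were adjusted by the Benjamini–Hochberg method. The fasting effect is the mean over CT12 to CT44 of the log2 difference between fasted and control mice, with both sexes weighted equally. Rhythms were tested in the 40 control libraries as a cosine with a period of 24 h, with sex in the model. Simulated counts with the depth of these libraries were used to gauge the precision. Their spread depended on expression level alone. Far fewer genes were changed in them than in these data, so that the shares recovered need not hold here. With 200 genes changed by 1 on the log2 scale, the mean fasting effect was found for 89.5% of them and a difference at CT24, with 4 libraries against 4, for 50.5%. A rhythm with a peak-to-trough difference of 1 on the log2 scale was found for 68.5%. Known targets of fasting checked the treatment labels. Fgf21 rose by 3.95 on the log2 scale (standard error 0.25, adjusted p = 3.56e-18 from edgeR's quasi-likelihood test) and Srebf1 fell by 3.13 (standard error 0.10, adjusted p = 1.9e-29), each in the same direction at 9 of 9 times.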

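Nnmt, listed as ENSMUSG00000032271.14, lies on the minus strand of chromosome 9, from 48591877 to 48605153 in the GENCODE M21 annotation of GRCm38, which is older than the annotation of the deposited tables. In control livers its expression had a fitted peak at CT17.2 and a peak-to-trough difference of 1.18 on the log2 scale (adjusted p = 0.00705 from edgeR's quasi-likelihood test). The highest control group, at CT20, had 160.5 ± 80.9 CPM (counts scaled to library size; SD, n = 4) and the lowest, at CT8, 49.4 ± 37.9 CPM (SD, n = 4), so that mice of one time differed widely. This rhythm did not pass in every fit without a replicate. Such a fit lacks a mouse at each time, so that the smaller sample alone can raise the adjusted p. The adjusted p rose to 0.133 without replicate 1 of the males and to 0.127 without replicate 1 of the females, and was 0.122 in females alone and 0.0085 in males alone; the difference between the sexes in rhythm was not tested. In fasted livers, a rhythm was not detected (adjusted p = 0.265), but the test of the difference between fasted and control rhythms did not separate them either (adjusted p = 0.592). Fasting raised Nnmt by 0.99 on the log2 scale (standard error 0.14, adjusted p = 1.58e-08), above control at 9 of 9 times, and with each replicate left out in turn the value stayed between 0.86 and 1.12.

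**Figure D1:**
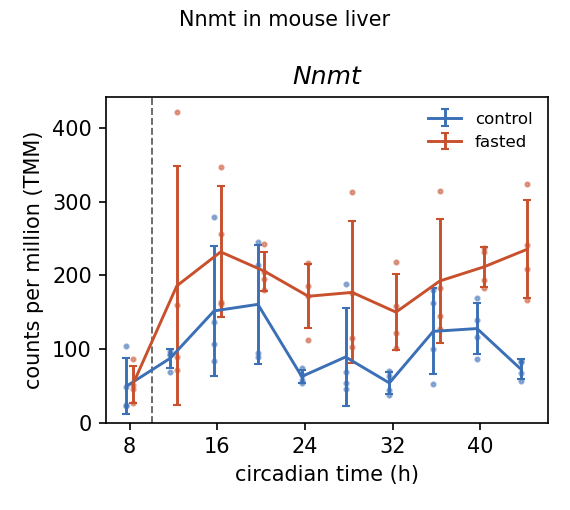
Nnmt expression in CPM (vertical axis) against circadian time in hours (horizontal axis) in control and fasted livers. Points are single mice, lines join the means of 4 mice, bars are SDs, and the dashed line marks food removal. The control mean is highest at CT20, at 160.5 CPM, and the fasted mean at CT44, at 235 CPM.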

NNMT expression in the liver is itself circadian (*43–46*), but whether it constitutes a functional bridge between SAM metabolism and the NAD^+^/SIRT1 axis of the clock, remains to be established.

## Crosstalk Between One-Carbon Metabolism and the Circadian Clock

The relationship between nutrition, one-carbon metabolism and the circadian clock must be understood within the broader architecture of the mammalian circadian system, which is organized hierarchically but subject to regulation at multiple levels simultaneously (Fig. 2A). Light is the dominant zeitgeber for the SCN (*47*), which orchestrates peripheral clocks through neuronal projections and humoral signals including glucocorticoids and body temperature rhythms (*48*). However, feeding time acts as a largely SCN-independent zeitgeber for peripheral clocks: when food access is restricted to the rest phase, hepatic and other peripheral clocks shift by many hours while the SCN remains phase-locked to light (*48**,*  *49*). This dissociation reveals that the liver clock, the principal site of SAM synthesis and methyl cycle activity (*28*), is particularly responsive to nutritional entrainment signals (*50*). Beyond entraining peripheral clocks, feeding schedules also drive food anticipatory activity through a putative food-entrainable oscillator (FEO), a circadian timing mechanism that persists in SCN-lesioned animals and whose anatomical substrate, though not yet conclusively identified, likely involves distributed hypothalamic and limbic circuits (*47**,*  *48*). Crucially, this entrainment hierarchy is not strictly top-down: peripheral metabolic state feeds back to the SCN, as illustrated by the reprogramming of the SCN circadian transcriptome of mice fed a methyl-deficient diet (*51*) or high-fat diet (*52*).

**Fig. 2:**
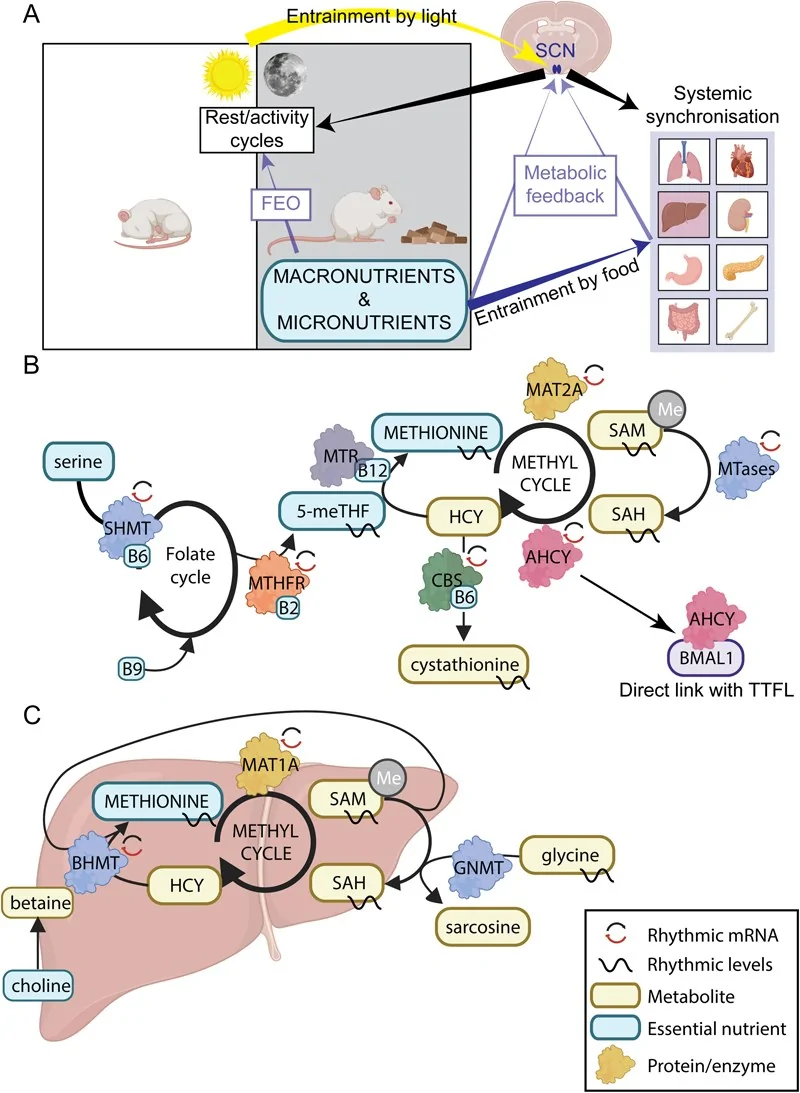
**Crosstalk between the circadian clock and one-carbon metabolism.** (A**)** Hierarchical organization and nutritional feedback. Circadian rhythms in mammals are orchestrated by a master pacemaker in the SCN of the hypothalamus, entrained primarily by the light–dark cycle via the retinohypothalamic tract. The SCN synchronizes peripheral clocks in organs including the liver and the gut through neuronal and humoral signals. Feeding, the principal non-photic zeitgeber, entrains peripheral clocks directly through the availability of macronutrients and micronutrients, independently of the SCN (*48**,*  *50*). The liver, as the principal site of SAM synthesis and methyl cycle activity, is particularly sensitive to nutritional entrainment. Food anticipatory activity, driven by a putative FEO that persists in SCN-lesioned animals, also contributes to the rest–activity cycle independently of SCN output (*48*). The entrainment hierarchy is not strictly top-down: peripheral metabolic state, directly from nutrients or from systemic factors, feeds back to the SCN. (B) The methyl and folate cycles and some liver-specific variations. (C) SAM is synthesized from methionine and ATP by MAT1A and MAT2A and donates its methyl group to over 200 acceptor substrates in reactions catalysed by methyltransferases (MTases), including DNA, histones, RNA and lipids, generating SAH as a by-product. SAH is hydrolysed to homocysteine (Hcy) by AHCY. Hcy is either remethylated to methionine via MTR (requiring vitamin B12) or BHMT (using choline-derived betaine in the liver), or enters the transsulfuration pathway (requiring vitamin B6) to produce cysteine and glutathione (GSH). The folate cycle provides the methyl group for remethylation, either directly from dietary 5-methyltetrahydrofolate (5-meTHF) or by reduction of vitamin B9 or natural folates that first acquire a one-carbon unit from serine via SHMT (requiring vitamin B6), and then are irreversibly reduced to 5-methylTHF by MTHFR (requiring vitamin B2). GNMT acts as a hepatic safety valve, consuming excess SAM by methylating glycine to sarcosine. Many key enzymes of the methyl cycle are rhythmically expressed in the liver and SAM itself oscillates in a circadian manner (*37**,*  *41**,*  *43–45*), coupling the nutritional state of the cell to the temporal regulation of methylation reactions. By directly associating with BMAL1, AHCY links the methyl cycle to the TTFL of the clock. Figure elements from BioRender. Fustin, J. (2026)

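In the 40 control livers, 8417 of 20114 genes tested had a 24 h rhythm at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The count fell to 3602 when a peak-to-trough ratio of at least 1.5 was also required, the alternative that moved it most. Clock genes gave the largest rhythms among the genes named by the article. Nr1d1 had a peak-to-trough difference of 6.00 on the log2 scale with a peak at CT6.90, and Bmal1 one of 4.66 with a peak at CT21.7. Of 14 one-carbon enzymes named in the article, 11 were rhythmic (12 when adjusted over the list alone). Random lists of 14 genes of similar expression held 7.87 rhythmic genes on average, so that the list did not exceed other liver genes at the 0.05 level (one-sided p = 0.0739 by permutation of list membership, 10000 lists). Cbs had a peak-to-trough difference of 1.26 and a peak at CT1.72 (adjusted p = 4.01e-08). Bhmt had a difference of 1.03 and a peak at CT21.8 (adjusted p = 0.00202, but 0.0634 in the least favourable of the 4 fits that each left out one replicate), and Mat2a 0.78 with a peak at CT13.5 (adjusted p = 2.64e-07). Cth, Mat2b, Mtr and Shmt1 were also rhythmic, with peak-to-trough differences of 0.79, 0.31, 0.31 and 0.31 on the log2 scale. Shmt1 lost its call in at least 1 of the fits without a replicate (adjusted p = 0.11). For Gnmt a rhythm was not detected (adjusted p = 0.349). Of the methyltransferases and demethylases named in the article, Mettl3, Mettl16, Cmtr1, Cmtr2, Ezh2 and Fto had an adjusted p under 0.05, with differences of 0.21 to 0.57, and Mettl14, Wtap, Rnmt, Kmt2a and Alkbh5 did not. Cmtr2, Ezh2 and Fto lost their calls in at least 1 of the fits without a replicate (highest adjusted p = 0.133, 0.395 and 0.091).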

One-carbon metabolism therefore potentially sits at a mechanistically significant intersection of this system: as both a target of feeding-driven entrainment in peripheral tissues and a potential source of metabolic feedback to the central clock, the methyl cycle is positioned to amplify or disrupt circadian organization at multiple levels of the hierarchy simultaneously.

### A bidirectional relationship

The crosstalk between the methyl cycle and the circadian clock operates in both directions and is explored here around three themes: the dependence of the clock on methyl group supply, the direct molecular interface between AHCY and BMAL1 at circadian gene promoters and the reciprocal clock-driven control of one-carbon metabolism. Fig. 2B and C integrate the metabolic pathways presented in ‘One-carbon Metabolism—the Biochemical Engine of Methyl Group Supply’ with the evidence presented in this section.

The strength of evidence for the crosstalk described in this review varies considerably across levels of biological organization. The direct physical interaction between AHCY and BMAL1 at chromatin, and the consequent loss of H3K4me3 upon AHCY inhibition, are supported by mechanistic data from biochemical, genetic and genome-wide approaches. By contrast, the relevance of this crosstalk to whole-animal physiology, behaviour and disease rests on correlative and associative evidence, and the translational extensions discussed in later sections are explicitly hypothesis-generating. We have aimed to signal this gradient of evidence throughout.

### Methylation is required for circadian timekeeping across evolution

The first evidence that methyl group availability is fundamentally required for circadian rhythm generation came from pharmacological experiments using 3-deazaneplanocin A (DZnep), an inhibitor of AHCY that prevents SAH hydrolysis, thereby causing SAH accumulation that competitively displaces SAM from methyltransferase active sites and globally suppresses transmethylation reactions (*53*). It should be noted that DZnep was originally characterized in the cancer biology literature as an EZH2 inhibitor, where it was shown to deplete EZH2 protein and reduce H3K27me3 in cancer cells through an indirect mechanism involving SAH-mediated inhibition of EZH2 chaperone methylation and consequent proteasomal degradation (*54*). The relationship between these two activities is therefore mechanistically intertwined, as the EZH2 effect is itself likely downstream of SAH accumulation rather than a direct off-target effect. The specificity of DZnep’s circadian action for the AHCY/SAH axis was nevertheless established by the 5′-methylthioadenosine/S-adenosylhomocysteine nucleosidase (MTAN) rescue experiment described below. Treatment of human and mouse cells expressing bioluminescent circadian reporters with DZnep produced a potent, dose-dependent lengthening of the circadian period (*53**,*  *55*). This effect was subsequently shown to be conserved across all eukaryotic clades tested (zebrafish, *Drosophila*, *Caenorhabditis elegans*, *Arabidopsis* and unicellular green algae) and a response, albeit weaker, was also detectable in cyanobacteria, which notably use a post-translational rather than transcriptional oscillator (*53*). The universality of this finding across organisms separated by more than 2.5 billion years of evolution strongly argues that the link between methyl metabolism and biological timing is a deeply ancient and fundamental feature of life (*37**,*  *53*).

The causal role of methyl cycle inhibition, rather than EZH2 depletion or any other DZnep target, was established by a molecular rescue experiment. Expression of the bacterial enzyme MTAN from *Escherichia coli* in mammalian cells provides an alternative route for SAH catabolism that bypasses AHCY entirely. Cells expressing MTAN were completely protected from DZnep-induced period lengthening even at saturating inhibitor concentrations, demonstrating that the clock phenotype depends specifically on SAH accumulation and the resulting methylation deficiency (*53*). Since MTAN has no known relationship to EZH2 activity or stability, its rescue of the circadian phenotype effectively rules out EZH2 depletion as the primary mechanism underlying the period-lengthening effect of DZnep in this context. Both histone methylation and m6A mRNA methylation were identified as the methyltransferase outputs most relevant to period control (*53**,*  *55*). Consistent with this interpretation, the Greco *et al.* study found that H3K27me3, the principal product of EZH2, was not significantly altered at circadian gene promoters upon AHCY inhibition (*33*), further supporting the view that the circadian consequences of methyl cycle perturbation are driven primarily through the SAM/SAH ratio and its effects on active histone and RNA methylation rather than through EZH2-dependent repressive chromatin. The contribution of different mRNA methyl marks to circadian timekeeping remains to be investigated *in vivo*.

An important complementary finding emerged from studies of exogenous SAM supplementation. Rather than shortening the period, excess exogenous SAM lengthened the circadian period in a dose-dependent manner. Metabolic tracing revealed the explanation: excess SAM is rapidly catabolized through the methionine salvage pathway to 5′-methylthioadenosine (MTA) and then adenine, both of which inhibit AHCY, causing paradoxical SAH accumulation and methylation deficiency (*56*). This counter-intuitive finding has direct clinical relevance given the widespread availability of SAM as a dietary supplement and illustrates that the circadian clock can serve as a sensitive physiological read-out of methyl cycle perturbation.

### AHCY as a molecular bridge: direct interaction with BMAL1 at chromatin

Beyond its enzymatic role in maintaining the SAM/SAH ratio, AHCY functions as a direct molecular component of the circadian transcriptional machinery. Mass spectrometry analysis of BMAL1 nuclear interactors in mouse liver revealed AHCY as a high-confidence BMAL1-associated protein, with the interaction peaking at ZT8—the phase of maximal CLOCK–BMAL1 transcriptional activity (*33*). Mapping of the interaction domain revealed that AHCY binds the PAS-B domain of BMAL1 (the same region involved in CLOCK dimerization) placing AHCY structurally at the heart of the transcriptional activation complex (*33*). Genome-wide ChIP-seq revealed that AHCY inhibition reduced the number of BMAL1 chromatin binding sites 4-fold specifically at the activating phase, while leaving CT12 binding largely unaffected (*33*). The conclusion is that AHCY, by locally hydrolysing the SAH generated as methyltransferases act at clock gene loci, sustains the permissive chromatin state required for productive BMAL1 engagement at E-boxes across the genome.

Among histone methylation marks examined at circadian gene promoters, H3K4me3 is selectively sensitive to perturbations of the SAM/SAH ratio. Upon AHCY inhibition or deletion, genome-wide H3K4me3 peaks at circadian gene promoters were strongly and specifically attenuated: 97% of the 389 changed peaks at CT24 were decreased and enriched specifically for circadian rhythm gene ontology terms (*33*). This selectivity at circadian loci is consistent with broader evidence that methionine restriction reduces global H3K4me3 levels while leaving H3K9me3 and H3K27me3 relatively unchanged (*39*). Loss of cyclic H3K4me3 upon AHCY inhibition was coupled with decreased oscillation of H3K9 and H3K14 acetylation, consistent with the hierarchical model in which MLL1-mediated H3K4me3 creates the permissive chromatin state required for subsequent CLOCK-mediated histone acetylation (*9**,*  *33*). Together, these findings define a regulatory circuit in which BMAL1 recruits AHCY to circadian gene promoters, where local SAH clearance enables MLL1 methyltransferase activity, sustaining the rhythmic H3K4me3 that is prerequisite for BMAL1’s own chromatin engagement in a feedforward loop coupling the clock activator and a methyl cycle enzyme at chromatin.

### The clock controls one-carbon metabolism

Systematic reanalysis of multitissue mouse circadian transcriptomics datasets showed that one-carbon metabolism was the second most significantly enriched gene ontology in the liver, immediately after circadian rhythm itself (*37**,*  *44*). Transcriptomics studies in the fasted liver further reveals that one-carbon metabolism enzymes are both regulated by the circadian clock and by nutrient availability and feeding/fasting cycles (*43**,*  *45*). 

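Fasting changed 13233 of 21187 genes in the mean from CT12 to CT44, 6257 upwards and 6976 downwards, at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Requiring a change of at least 1.5 times left 4359 genes. The number of genes changed at single times was 340 after 2 h without food, 4955 at 6 h and 7757 at 10 h, fell to 3751 at 22 h and rose to 8459 at 30 h and 8355 at 34 h. At CT8, when both groups were still fed, 282 genes passed, but 11 did so without 1 control library rich in ribosomal RNA, a setting chosen after the data had been seen, and none did on the 8 libraries of that time alone (951 at an unadjusted p under 0.05). Of the 14 one-carbon enzymes, 12 were changed by fasting (12 when adjusted over the list alone). Random lists of similar expression held 11.4 changed genes on average (one-sided p = 0.496 by permutation of list membership), and the upper end of their 95% range was 14, the whole list, so that this comparison says little on whether the list stands apart from other liver genes. Among those that rose were Bhmt, by 0.69 on the log2 scale, Cth, by 0.42, and Mat2a, by 0.34, and among those that fell were Shmt1 (-0.52), Pemt (-0.41) and Mtr (-0.23). Cth lay above control at 8 of 9 times, but changed by -0.70 at CT20 (adjusted p = 0.038 from edgeR's quasi-likelihood test). Mtr was already lower at CT8, before food removal (-0.32, adjusted p = 0.0381), so that its fall is not clearly due to fasting. Cbs did not change in the mean (log2 change of -0.06, adjusted p = 0.471). Of the genes rhythmic in controls, 73.8% were also changed by fasting, against 57.5% of the genes without a rhythm call. These genes were not matched on expression, and both tests use the control libraries. The shares therefore do not show that rhythmic genes respond more to fasting.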

While these transcriptional rhythms do not always translate into rhythmic total protein abundance, circadian phosphoproteomics datasets provide evidence that many of these enzymes are indeed regulated in a circadian manner (*46*). At the metabolite level, hepatic SAM peaks during the subjective day (around CT4) while SAH and related metabolites oscillate with distinct phase relationships, suggesting that the methylation potential itself is highest in the early active phase in mice (*37**,*  *41*). Circadian rhythms in histone methylation, DNA methylation and mRNA m6A levels have also been observed, though their mechanistic connections to the oscillating SAM pool remain to be fully elucidated (*15**,*  *33**,*  *57*).

Importantly, this clock-driven regulation of methyl metabolism is not unidirectional, and nutritional state actively reshapes the same transcriptional programmes. 

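Mat1a and Ahcy were examined in the fasting time course. Mat1a (ENSMUSG00000037798.8; chromosome 14, 41105035 to 41124412, plus strand) and Ahcy (ENSMUSG00000027597.16; chromosome 2, 155059310 to 155074497, minus strand) are placed by GENCODE M21 on GRCm38. Mat1a varied in controls from 2299 ± 375 CPM at CT8 to 4429 ± 1235 CPM at CT16 (SD, n = 4 each). Its fitted rhythm had a peak at CT15.4 and a peak-to-trough difference of 0.55 on the log2 scale (adjusted p = 0.000407 from edgeR's quasi-likelihood test). Mat1a rose with fasting by 1.56 (standard error 0.06, adjusted p = 6.94e-27), above control at 9 of 9 times and by 2.09 at CT44. The rise was smaller in females than in males, by -0.43 on the log2 scale (standard error 0.11, adjusted p = 0.00792). In controls both females lay above both males at each time from CT12 to CT44, as with 4584 and 3989 CPM against 2857 and 2146 CPM at CT20. In fasted mice this did not hold at all of these times. The smaller rise in females thus started from a higher fed level. Ahcy varied in controls from 786 ± 194 CPM at CT8 to 1471 ± 108 CPM at CT16 (SD, n = 4 each). It had a control peak at CT17.1 and a difference of 0.73 (adjusted p = 1.03e-08), and rose with fasting by 0.79 (standard error 0.04, adjusted p = 5.71e-24) at 9 of 9 times. Ahcyl, a copy of Ahcy on chromosome 16 that carried 14.8% to 17.6% as many counts as Ahcy in each library, could share reads with it, and the summed counts of both rose by 0.79. Ahcy also overlaps an antisense gene, Gm45609, by 317 bp.

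Exon usage was tested on the deposited counts of exon bins, numbered within each gene, whose positions are not given. Of 470140 bins, 238590 in 13889 genes had enough counts. edgeR's diffSpliceDGE compared the change of each bin with that of its gene, and 1985 genes passed at an adjusted p under 0.05. With treatment labels exchanged between libraries of one time and sex, the same test called 13 to 20 genes in 4 draws, so that the count holds some false calls. Requiring at least 10 counts in every library for each bin left 946 genes, and the fit to males alone, without CT40, 486. Mat1a had an adjusted p of 7.9e-89. Its bins 1, 2 and 3 changed by -1.30, -0.79 and -0.61 relative to the gene (adjusted p = 9.5e-89, 3.42e-17 and 9.46e-11). The share of bin 1 among the counts of the gene was 0.540% ± 0.164 in controls and 0.232% ± 0.128 in fasted mice (SD, n = 36 each), with mean counts of 1119 and 1175, so that its own level did not follow the rise of the gene. Ahcy had an adjusted p of 2.79e-51. Its bin 11 changed by 0.93, from 0.149% ± 0.0822 to 0.251% ± 0.102 of the counts of the gene (SD, n = 36 each).

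**Figure D2:**
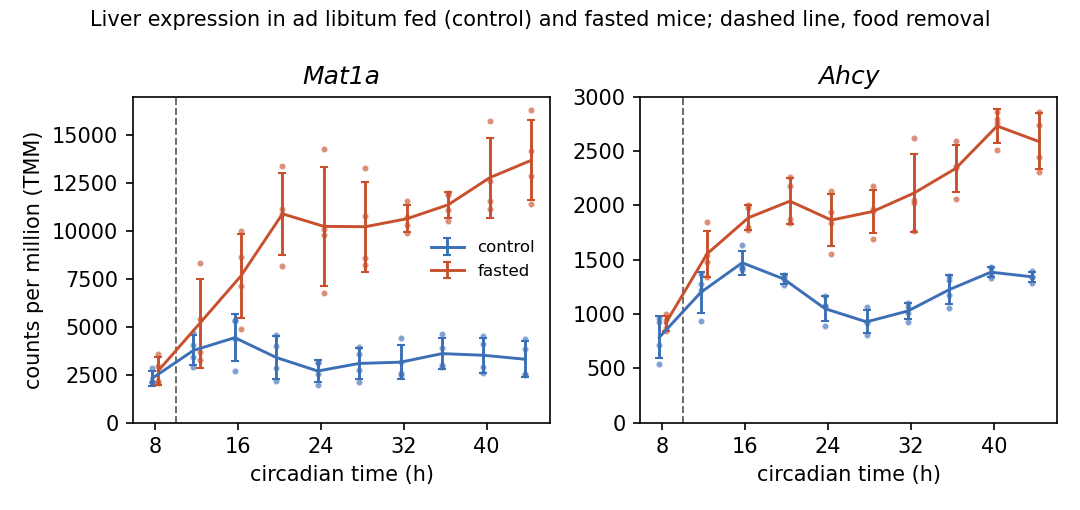
Mat1a and Ahcy in CPM (vertical axes) against circadian time in hours (horizontal axes). Points are single mice, lines join the means of 4 mice, bars are SDs, and the dashed line marks food removal. Mat1a is highest at fasted CT44, at 13674 CPM.

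**Figure D3:**
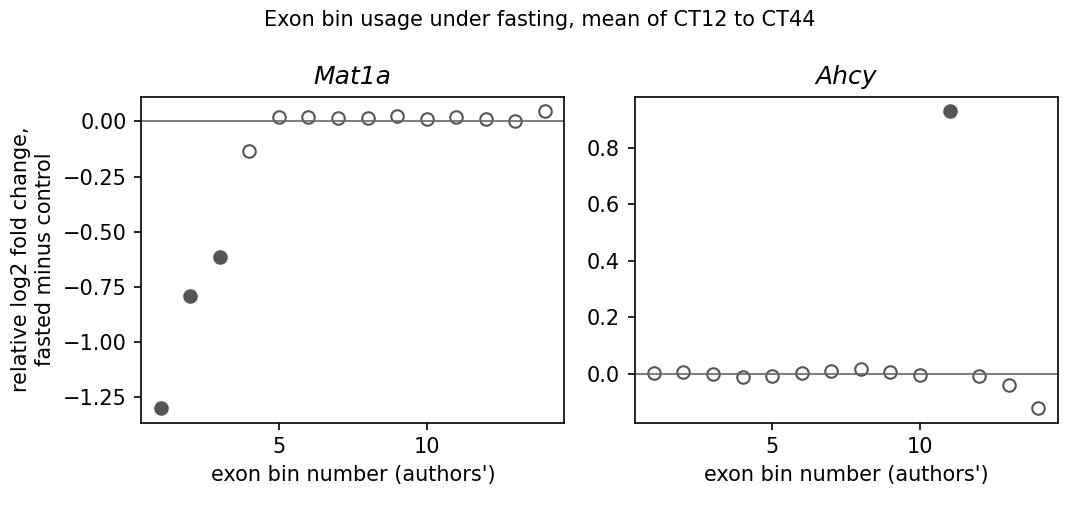
Change of each exon bin relative to its gene (log2, fasted minus control, vertical axis) against the bin's number (horizontal axis) for Mat1a and Ahcy. Filled points have an adjusted p under 0.05. Bins 1 to 3 of Mat1a lie below 0 and bin 11 of Ahcy lies at 0.93.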

Recent high-resolution atlases of the fasting mouse liver reveals that, beyond their circadian rhythmicity, *Mthfr*, *Mat1a* and *Ahcy* are additionally regulated at the level of expression and/or alternative splicing in response to fasting (*43**,*  *45*). That these core methyl cycle enzymes are jointly gated by the molecular clock and by nutritional state, and at two independent layers of gene regulation, further highlights the degree to which methyl group supply in the liver is an integrative read-out of both temporal and dietary signals.

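In the fasting time course, 10 of the 14 one-carbon enzymes were both rhythmic in controls and changed by fasting. Random lists of similar expression held 6.49 such genes on average, and the list did not exceed them at the 0.05 level (one-sided p = 0.0511 by permutation of list membership; 11 genes when adjusted over the list alone). With treatment labels exchanged between mice of the same time and sex, at most 1 of the 14 was in both sets, mainly because few genes then passed the fasting test. Whether fasting altered the rhythm was tested as a difference between the cosines of fasted and control livers from CT12 to CT44. The model held a linear change over time. A fasting response that is not linear can also enter the cosine, so that a call alone does not show an altered rhythm. Over all genes 4537 of 20965 differed (adjusted p under 0.05 from edgeR's quasi-likelihood test). Mat1a (adjusted p = 0.00618) and Ahcy (adjusted p = 0.00588) did. The sizes of the rhythms come from separate fits. Those of controls used 40 libraries, with CT8 and without the linear change. Those of fasted livers used 36 libraries from CT12 on with it, so that the sizes cannot be compared directly. Mat1a had a peak-to-trough difference of 0.55 on the log2 scale with a peak at CT15.4 in controls, and of 0.41 with a peak at CT23.2 in fasted livers. Ahcy had 0.73 with a peak at CT17.1 in controls, and 0.21 with a peak at CT17.1 in fasted livers. Neither passed the rhythm test in fasted livers (adjusted p = 0.0857 and 0.0707), so that the fasted peaks are uncertain. From the rhythm of these enzymes and their response to fasting in expression and splicing, the paper concludes that methyl group supply in the liver reads out both time and diet.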

### Dietary disruption of the methyl cycle disrupts the clock in vivo

The strongest *in vivo* demonstration of the methyl cycle–clock connection in a nutritional context comes from studies using the methionine–choline deficient (MCD) diet. Mice fed an MCD diet showed profound disruption of circadian locomotor activity rhythms, with a shorter circadian period, *i.e.* a faster clock, in constant conditions (*51*). Moreover, *Mat2a*, the ubiquitous isoform of MAT, was the single gene most significantly gaining rhythmicity in the SCN of MCD-fed animals, suggesting a specific nutrigenomic signal relaying systemic deficiency to the master clock (*51*). 1C metabolites in both liver and SCN were altered in a circadian time-dependent manner, further demonstrating the crosstalk between one-carbon metabolism and the circadian clock.

It is important to note, however, that the MCD diet is a nutritional stressor causing substantial weight loss, hepatic injury, inflammation and systemic sickness behaviour, each independently capable of affecting locomotor activity. The behavioural and transcriptomic changes observed under MCD feeding therefore cannot be attributed specifically and exclusively to methyl donor deficiency; they may equally reflect these broader physiological consequences of the diet. However, several observations argue against a purely non-specific interpretation. First, the most prominent effect of the MCD diet was a shortened free-running circadian period in constant darkness, *i.e.* a direct behavioural read-out of the endogenous SCN clock, rather than a parameter such as overall activity level or rhythm amplitude that would be more readily attributable to general ill health. Second, this effect disappeared within days of returning to a normal diet, while weight loss and hepatic steatosis persisted, indicating that these metabolic sequelae were not themselves the cause of the circadian phenotype. Third, the specific gain of circadian rhythmicity by Mat2a in the SCN represents a directionally specific molecular change not readily predicted by generic sickness behaviour or weight loss. Nevertheless, disentangling the contribution of dietary methyl donor deficiency per se from these broader physiological confounds will require models that more selectively restrict methionine or SAM availability without inducing comparable systemic injury, weight loss or inflammation.

### Knowledge gaps and open questions

Several fundamental questions remain unanswered. First, whether the clock controls AHCY recruitment through PTMs of BMAL1, or whether their interaction is constitutive with periodicity driven purely by the oscillating chromatin landscape and/or AHCY expression, is unresolved. Second, whether circadian oscillations in hepatic SAM reflect direct CLOCK–BMAL1 transcriptional control of methyl cycle enzymes or are an indirect consequence of feeding/fasting rhythms has not been cleanly disentangled. Third, how day-to-day variation in dietary methyl donor intake translates into changes in clock amplitude, period or phase has not been measured: serum methionine concentrations in healthy humans vary across a range sufficient to alter histone methylation *in vitro* (*39*), suggesting common dietary variation could have cumulative chronobiological effects. Finally, the relative contributions of RNA methylation (m6A, cap methylation) versus histone methylation to clock phenotypes induced by methyl cycle perturbation remain incompletely resolved. Addressing these gaps will require tissue-specific conditional genetic models, metabolic isotope tracing across the circadian cycle and carefully controlled dietary intervention studies.

## Implications for Health and Disease

The sections below describe the coexistence of one-carbon metabolic dysregulation and circadian disruption across several disease contexts. In most cases, the directionality of this relationship, whether metabolic dysfunction drives circadian disruption, the reverse, or both arise as parallel consequences of a shared upstream insult, has not been experimentally established, and we make this explicit throughout. Similarly, the therapeutic implications discussed are hypothesis-generating rather than evidence-based recommendations.

### Liver disease: where methyl deficiency and circadian disruption converge

The liver is both the primary site of SAM metabolism and a major peripheral clock organ, making it uniquely susceptible to pathology arising from perturbation of either system. The MCD diet model—which depletes both principal dietary methyl donors and reproducibly causes steatohepatitis, inflammation and fibrosis—illustrates how methylation deficiency disrupts not only hepatic lipid metabolism but the entire circadian transcriptome of the organ (*51*). The loss of phosphatidylcholine synthesis via the phosphatidylethanolamine N-methyltransferase (PEMT) pathway under methionine deficiency impairs mitochondrial membrane integrity, depletes mitochondrial glutathione and activates ER stress—a constellation of injuries that is markedly worsened by circadian misalignment (*58*). Conversely, loss of the liver-specific MAT isoform MAT1A, either genetically in mice or through epigenetic silencing in human non-alcoholic fatty liver disease, causes chronic SAM deficiency, which drives global DNA hypomethylation, oxidative stress and spontaneous progression to HCC (*28*). The pathological MAT1A → MAT2A isoform switch that occurs in liver injury and cirrhosis further reduces SAM availability, establishing a vicious cycle in which impaired methylation capacity promotes the dedifferentiated, proliferative state of transformed hepatocytes (*28*). While the MAT1A → MAT2A switch is primarily driven by disease-associated loss of hepatocyte identity rather than by circadian disruption per se, the nutritional context in which it occurs, *i.e.* methyl deficiency, is itself sufficient to perturb circadian organization, as evidenced by the *de novo* circadian oscillation of *Mat2a* in the SCN of methyl-deficient mice (*51*). The MAT1A → MAT2A switch should therefore be understood as a metabolic adaptation to liver disease that shares an upstream trigger (dietary methyl insufficiency) with circadian disruption, rather than as a direct consequence of clock dysfunction.

The circadian dimension of this hepatic pathology is increasingly appreciated. NASH and liver fibrosis are exacerbated by circadian misalignment in rodent models, and clock gene disruption accelerates steatohepatitis progression (*51**,*  *59*). Given that the MCD diet profoundly reprograms the hepatic circadian transcriptome, with thousands of genes gaining or losing rhythmicity, and core metabolic regulators such as Ppara, Nampt and Mat2a showing altered circadian profiles (*51**,*  *59*), it is plausible that circadian disruption contributes to the metabolic and inflammatory pathology of methyl-deficient liver disease, although direct causal evidence for this contribution, as opposed to co-occurrence driven by a shared upstream cause, is currently lacking.

### Cancer: methylation, clock silencing and SAM

Aberrant DNA methylation is a hallmark of cancer, and the connections between one-carbon metabolism, SAM availability and cancer epigenetics are extensive. Diets deficient in methyl donors promote hepatocarcinogenesis in rodents through a stereotyped sequence of epigenetic events: global genomic hypomethylation (which activates proto-oncogenes), gene-specific hypermethylation (which silences tumour suppressors) and altered histone methylation at regulatory loci (*38*). Conversely, SAM has demonstrated antiproliferative, proapoptotic and antimetastatic activity in liver cancer cell lines, selectively reversing the hypomethylation of metastasis-promoting genes while leaving primary hepatocytes largely unaffected (*60*).

The circadian clock is itself a tumour suppressor system: rhythmic expression of PERs and BMAL1 restrains cell proliferation and DNA damage responses, and disruption of this rhythmicity promotes oncogenesis (*61*). Promoter hypermethylation of PERs, CRY1 and BMAL1 has been documented in breast cancer, chronic myeloid leukaemia, endometrial cancer and haematological malignancies and correlates with poor prognosis (*16*). This creates a potential feedforward relationship in which methyl cycle deficiency, whether from dietary insufficiency, genetic polymorphism or pathological MAT1A silencing, simultaneously impairs both the direct tumour-suppressive activity of SAM-dependent methylation and the indirect tumour suppression afforded by a functional circadian clock, although whether these two impairments interact synergistically *in vivo*, or simply co-occur as parallel consequences of the same metabolic insult, has not been tested. Whether restoring SAM levels or correcting circadian alignment can break this cycle in established tumours remains a clinically important open question.

It should be noted that the relationship between SAM and cancer is not simply that more SAM is better. As discussed in ‘Methylation is Required for Circadian Timekeeping across Evolution’, exogenous SAM at supraphysiological concentrations paradoxically inhibits methylation through its catabolism to MTA and adenine, which inhibit AHCY (*56*). Furthermore, in liver cancer cells, SAM treatment produces both hypo- and hypermethylation depending on the locus (*60*), indicating that the epigenomic consequences of SAM supplementation are context- and dose-dependent, and that the SAM/SAH ratio rather than absolute SAM levels is the relevant physiological determinant.

### Aging, polyamines and the deteriorating clock

Both the circadian clock and the methyl cycle show functional decline with aging, and there is emerging evidence that these trajectories are mechanistically connected. Aged mice show lengthened and less robust circadian locomotor activity rhythms (*62*), and this phenotype is partially reproduced by AHCY inhibition in the SCN (*33**,*  *55*), consistent with the hypothesis that declining AHCY activity during aging may contribute to circadian deregulation through SAH accumulation (*33*). In *Drosophila*, Ahcy depletion reduces lifespan and causes an aging phenotype characterized by SAH accumulation (*63*), establishing a genetic link between methyl cycle enzyme activity and longevity.

The polyamine–clock connection provides another mechanistic thread. Spermidine and spermine, synthesized from decarboxylated SAM, display circadian oscillations in mouse liver and have been shown to regulate circadian period through a mechanism that declines with age (*64*). Since polyamine synthesis represents a major competing sink for SAM, its circadian regulation means that the demand on SAM, and thus its availability for histone and DNA methylation, fluctuates across the day in an age-sensitive manner. Methionine restriction, which extends lifespan in multiple model organisms, does so at least in part through its effects on SAM-dependent methylation and autophagy regulation (*65*), and the circadian dimension of this response, including the possibility that methionine restriction acts partly by resetting or amplifying circadian oscillations, has not yet been systematically investigated.

### Neurological and psychiatric disorders

One-carbon metabolism and circadian rhythms converge on neurological disease through multiple pathways. Hyperhomocysteinaemia, arising from folate, B12, or B6 deficiency or MTHFR polymorphisms, is associated with cognitive impairment, depression and increased risk of Alzheimer’s disease (*66*). An MTHFR polymorphism has been linked to chronic insomnia (*67*), providing a direct genetic connection between 1C enzyme function and sleep/circadian disturbance. SAM has been investigated as an antidepressant. The finding that exogenous SAM affects circadian locomotor activity in mice (*56*) suggests that the chronobiological effects of SAM supplementation may confound or contribute to its reported effects on mood, an interaction that clinical trials have not yet adequately controlled for. More broadly, the SCN itself is sensitive to methyl cycle perturbation: the MCD diet induces *de novo* circadian oscillation of *Mat2a* specifically in the SCN, suggesting that the master clock actively responds to systemic methyl metabolite status as a nutritional entrainment cue (*51*).

### Therapeutic and nutritional implications

The evidence reviewed here carries several practical implications. First, the time-of-day at which methyl donor status is assessed matters: SAM, SAH, methionine and related metabolites oscillate across the circadian cycle in both liver and brain, meaning that samples collected at different times of day will yield systematically different results (*37**,*  *51*). This confound likely contributes to apparent inconsistencies in the literature on MCD diet effects on hepatic methylation status. Second, dietary interventions targeting one-carbon metabolism, including folate supplementation, methionine restriction, choline supplementation and SAM administration, are likely to have chronobiological consequences that have not been considered in their design. Third, the circadian clock may represent a sensitive and quantitative read-out of methyl cycle sufficiency, as period length responds proportionally to the degree of methylation deficiency (*53*). While highly speculative at present, this raises the possibility that wearable circadian monitoring, increasingly considered as a way to measure the circadian time of patients in personalized medicine (*68**,*  *69*), could also eventually serve as a non-invasive proxy for methyl metabolic status in clinical populations, a hypothesis that would require validation against direct metabolite measurements before any clinical application could be considered. Fourth, given that SAM exerts its effects through the SAM/SAH ratio rather than through absolute SAM abundance, interventions that reduce SAH (e.g. by supporting AHCY activity through adequate adenosine clearance) may be as effective as those that increase SAM supply.

## Conclusion

The evidence presented in this review establishes that one-carbon metabolism and the mammalian circadian clock are not merely coregulated physiological processes but are mechanistically intertwined at the molecular, cellular and systemic levels. SAM, the universal methyl donor produced by the folate and methionine cycles, is an essential substrate for the histone and RNA methylation events that constitute the circadian epigenome and epitranscriptome. The AHCY–BMAL1 interaction at circadian gene promoters represents a direct and specific molecular interface through which methyl group supply is coupled to clock-driven transcription, revealing that the clock activator itself recruits a methyl cycle enzyme to sustain the chromatin state required for its own function. In the opposite direction, the clock transcriptionally orchestrates the expression of 1C metabolism genes and creates circadian oscillations in SAM and SAH that temporally gate the methylation potential of the cell. Dietary perturbation of this system, through deficiency of methionine, choline, folate or B vitamins, or through supraphysiological SAM intake, profoundly disrupts circadian behaviour and reprograms the circadian transcriptome in both peripheral tissues and the SCN.

These findings have implications for our understanding of metabolic liver disease, cancer, aging and neurological disorders, all of which involve both methylation dysregulation and circadian disruption. A critical priority for future research is to determine the causal chain from dietary methyl supply to circadian function to pathological outcome, work that will require tissue-specific genetic models, metabolic isotope tracing at multiple circadian time points and human intervention studies designed with chronobiological rigour. The circadian clock, long studied as a transcriptional oscillator, is increasingly revealed as a metabolic sensor with ancient roots in prebiotic chemistry that connects the nutritional environment of the organism to the temporal organization of its genome.

How the deposited data were processed for this re-analysis (not part of the article)

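The measurements are liver transcriptomes of C57BL/6J mice, either fed ad libitum (control) or without food from CT10 (fasted), taken every 4 h from CT8 to CT44 in constant darkness. Each treatment and time has 2 males and 2 females, 80 libraries in all. Each library was assigned to its treatment, time, sex and replicate by its title, because titles and detailed labels disagree on sex for 40 libraries and on treatment for 40. The markers of sex and of fasting were used only to check the assignment and never to change it. The article is a review without a methods section, so the tests were not taken from it.

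The authors deposited raw counts per gene, whole numbers without normalization, with 1 column per mouse. The authors also deposited a normalized signal, which was found to be the raw counts divided by 1 factor per library. These factors differ from DESeq2's size factors by a relative difference of at most 6.37e-11. The third table deposited by the authors gives raw counts per exon bin, named by gene and bin number without coordinates. Its layout is that of the DEXSeq counting program, but the text of the article does not name the aligner, the counting program or the genome build. Gene identifiers carry later version numbers than GENCODE M21, so the positions given are those of M21 on GRCm38.

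Total gene counts per library had a median of 42303883. The 5 rows of the exon table that name no exon held 8.28% to 25.9% of each column, with a median of 11.8%, and were left out. The counts on named exon bins lay between 38029120 and 115551162 per library, with a median of 77390661.5. Of the 80 columns of the exon table, 77 were matched best by the library of the same name in the gene table and 3, all from fasted CT40, by another library of the same group. Fasted CT40 was therefore fitted as 1 group of 4 without a sex in the exon test. Replicates were compared for duplicated libraries by the chi-square of their counts, over genes with a summed count of at least 20.

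The analysis used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with low counts were removed with edgeR's filterByExpr, libraries were scaled by TMM, and counts were fitted with edgeR's quasi-likelihood method. Dispersion trends came from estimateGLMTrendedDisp, chosen for speed after it and estimateDisp had each been run once. The fits with a replicate block took the dispersion trend from the design of group means. The fasting tests used all 80 libraries with a mean for each treatment, time and sex, and contrasted fasted with control mice in the mean of CT12 to CT44, jointly over the 9 times, at each time, and between the sexes. Control rhythms were tested over the 40 control libraries with a cosine and a sine of a 24 h period and sex. Fasted rhythms were tested over the 36 libraries from CT12 to CT44 with a linear change over time added. The difference between rhythms was tested over the 72 libraries of those times. Exon usage was tested with diffSpliceDGE, with a p-value per gene by Simes' method. The p-values were adjusted by the Benjamini–Hochberg method and called at an adjusted p under 0.05. Values in CPM were scaled by TMM, and log2 values per library had a prior count of 2.

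The tests of the mean fasting effect, of single times (CT8 and CT24), of the sex difference, of the control rhythm, of the difference between rhythms and of exon usage were tried on simulated data with 200 changed genes. The joint test over the 9 times and the test of fasted rhythms were not. The simulation took the spread from the dispersion trend and gave single genes no spread of their own. The mean fasting effect recovered 179 of them with 11 false calls among 21187 genes, the sex difference 67%, the different rhythm 50.5% and the exon test 88.5% of 200 in 3000 genes. At CT8, where nothing was changed, 0 genes were called. The median error of the fitted peak was 0.397 h.

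The genes named in the text follow a rule written before the data were examined. They are the one-carbon enzymes, methyltransferases and demethylases, and clock genes named in the article, the markers of sex and fasting, the 5 largest rises and falls with fasting among genes of a mean log2 CPM of at least 1 and 1 sign at all 9 times, the 5 genes with the smallest p for the sex difference, and the 5 for exon usage. Some of the genes chosen by this rule are not reported here. Random lists for the one-carbon enzymes were drawn 10000 times from genes in 20 classes of mean expression.

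The alternatives were other scalings (DESeq2's size factors, upper quartile, the authors' factors), other filters on low counts, limma and DESeq2 in place of edgeR, an adjusted p of 0.01, minimum changes of 1.5 times, single sexes, no sex in the model, replicate numbers as a block, and leaving out each replicate and each time. For the rhythms they were a linear trend, a harmonic of 12 h, time as a factor and 1 cycle alone, and for exon usage limma's diffSplice, another test per gene and no end bins. Alternatives chosen after the data had been seen are named as such. Labels were exchanged 100 times, and the splits of 8 libraries at 1 time numbered 34. No sample was left out of the reported values.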

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

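The tests of histone genes and of the spread between replicates of each sex, and the removal of single libraries were chosen only after the results had been seen. Of 100 groups of 4 libraries examined for a library far from the other 3, 12 had one, where chance gives 5. The gap of that library to the nearest other, as a share of the range of the group, is given for each.

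Of these 12 groups, 9 concern the share of counts on the ribosomal RNA gene Rn18s-rs5. In control CT8 female 2 it was 31.3%, against 0.0812% to 0.792% in the other 3 libraries (gap 0.9772). The fasted group of the same time is not among the 9, since its largest gap was 0.5099. Its shares were nevertheless high, at 4.88% in female 2, 2.44% in male 2 and 1.67% in male 1, against 0.0908% in female 1. The share was 1.4% in control CT12 female 2 (0.9864), 0.433% in control CT20 male 2 (0.884), 0.660% in control CT24 male 1 (0.8459), 1.38% in control CT32 male 1 (0.9699), 0.226% in control CT44 female 2 (0.9455), 0.128% in fasted CT28 male 2 (0.8773), 0.198% in fasted CT32 male 1 (0.8427) and 1.80% in fasted CT40 male 1 (0.9741). Histone genes, most of whose transcripts lack a poly(A) tail, were also higher in control CT8 female 2, by a median of 4.64 on the log2 scale over 27 genes, 25 of them higher, against -0.05 for all genes. RNA without a poly(A) tail carried into that library is therefore a candidate explanation. No biological explanation was tested.

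At CT8, before food removal, 282 genes differed between the groups, 25 higher and 257 lower in the group to be fasted, and 2697 had an unadjusted p under 0.05. The paper does not report on this comparison. Without control CT8 female 2, 11 genes passed (1289 at an unadjusted p under 0.05), of which 6 were among the 282. In the 8 libraries of that time alone no gene passed (951 at an unadjusted p under 0.05). With an observed count of 0, 34 of 34 splits of these libraries gave as many by construction, which says nothing about the 282. The library rich in ribosomal RNA may account for most of the 282. Without replicate 1 of the females the count rose, but that fit kept this library as the only control female at CT8. The cause of the rise was not tested, but the rise does not argue against that library as an explanation.

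The other 3 groups concern single genes. Mat1a in control CT8 female 1 had a log2 CPM of 11.48 against 11.04 to 11.05 (gap 0.966), Ahcy in control CT16 male 1 10.67 against 10.45 to 10.48 (0.8708) and Nnmt in control CT12 female 1 6.09 against 6.51 to 6.59 (0.8401). No explanation was tested for these 3. In Mat1a, control females lay above control males at each later time. Female 1, at 2861 CPM, therefore need not be the unusual library at control CT8. Female 2, at 2098 CPM, lay near the males, at 2115 and 2121 CPM.

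The effect of fasting differed between the sexes in 2621 genes, which the article does not discuss, 1133 of them with a higher and 1488 with a lower value in females. Exchanging sex labels within time and treatment, with limma in place of edgeR, gave 1 of 100 draws with as many, the observed one. The others reached at most 215. The exchange also mixes males with females, so that differences between the sexes widen the spread within a group. Few calls are then likely whether or not the fasting effect differs, and the draws say little on the 2621. The count fell to 260 without replicate 1 of the males. Of the 2621, 2121 changed in the mean of both sexes, 298 of them (14.0%) with a smaller effect in females, 1265 of the 2621 passed in both sexes alone with one sign and 123 with opposite signs. Among one-carbon enzymes the difference, females minus males, was -0.433 for Mat1a, -0.416 for Shmt1 and -0.266 for Pemt on the log2 scale. Noisier females were examined as a technical explanation. Females of a group differed more than its males in 11 of 20 groups (exact two-sided sign test, p = 0.824), and in 10 of 19 without control CT8 (p = 1), so that females did not differ more in general. The sign test does not weigh the size of the differences, and these were larger in females in the last fasted groups. The median absolute log2 difference was 0.318 in females and 0.209 in males at fasted CT36, 0.512 and 0.203 at CT40 and 0.416 and 0.237 at CT44, and at control CT8 it was 0.432 and 0.268. Without CT40, 1723 genes had a sex difference. Total counts of the sexes differed by 0.05 on the log2 scale (permutation test, p = 0.329). These tests do not decide on the ribosomal RNA or the library size as a cause of noisier females, and the spread of late fasted females stays open as an explanation of part of the 2621, as does a difference between the sexes in the response to fasting.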

How the results depend on the processing

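Thinning, the random lists for both sets, leaving out single libraries and the fits of exon usage without CT40 were chosen after the data had been seen; the other alternatives were set before the data were examined. The mean fasting effects of Mat1a, Ahcy and Nnmt kept their direction under every alternative that was run for them. Of the alternatives for counts of genes, 50 gave a count lower by more than 1.5 times and 2 a higher one, and 213 stayed within 1.5 times. For the control rhythm, the fasting effect and the exon usage of Mat1a, Ahcy and Nnmt, 154 values kept their call and 3 lost it, each for the rhythm of Nnmt. Other named genes were fitted only in part of the alternatives and are not in these counts; among them the rhythms of Bhmt, Shmt1, Cmtr2, Ezh2, Fto and Rora and the fasting changes of Mettl14, Wtap, Cmtr2, Ezh2, Fto, Alkbh5 and Nampt did not pass in at least 1 fit without a replicate. The rise of Nampt was seen in males alone (0.317 on the log2 scale, adjusted p = 0.000168 from edgeR's quasi-likelihood test) and not in females alone (-0.056, adjusted p = 0.513).

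Requiring a change of at least 1.5 times lowered the genes changed in the mean from 13233 to 4359, those with a rhythm in controls from 8417 to 3602 and those with changed exon usage from 1985 to 1148. An adjusted p of 0.01 left 1106 genes with a sex difference and 2480 with a different rhythm. Leaving out CT40 left 1723 genes with a sex difference, and leaving out CT20 3006 with a different rhythm. Fits to 1 sex use fewer libraries by construction.

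In males alone 5071 genes were rhythmic in controls, 5856 in fasted mice, 2251 had a different rhythm and 486 changed exon usage. In females alone these counts were 4644, 4057, 1539 and 1090. The exon fits of single sexes also left out CT40. With 1 cycle alone, from CT8 to CT28, 4958 genes were rhythmic in controls. With at least 10 counts in every library for each exon bin, 946 genes changed exon usage. On the 8 libraries of 1 time alone, 0 genes passed at CT8 (951 at an unadjusted p under 0.05), 6 at CT12 and 4332 at CT40. With limma 17 passed at CT8.

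Across the fits that each left out one replicate or library, the genes changed at any time numbered from 8653 to 13462, those with a sex difference from 260 to 2911, those with a different rhythm from 2527 to 3402 and those with changed exon usage, also without CT40, from 881 to 1222. At single times the ranges were 0 to 2154 at CT8, 5 to 562 at CT12, 2196 to 4810 at CT16, 4909 to 7198 at CT20, 2075 to 4851 at CT24, 1885 to 4127 at CT28, 1254 to 3181 at CT32, 2697 to 5277 at CT36, 5221 to 8716 at CT40 and 4660 to 7949 at CT44. From CT16 to CT44 the lowest count came without a replicate of the males. Fewer libraries lower the counts by construction; the cause of the difference between males and females was not tested.

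Replicate numbers did not pair fasted with control mice in expression over all genes. The deviations of fasted and control libraries with the same number had a median correlation of 0.0019 over 20 groups, and 1 of the 20 exceeded 0.1. Traces of Xist in males were mostly higher in replicate 1, as at control CT12 (2.05 and 0.129 CPM), but not at fasted CT44 (0.186 and 0.193 CPM). Traces of Ddx3y in females were also higher in replicate 1. Something shared by libraries of one number is therefore not excluded. With the replicate numbers as a block, 12866 genes changed in the mean, 11833 at any time, 2286 with a sex difference, 8314 were rhythmic in controls, 9311 in fasted mice, 3947 had a different rhythm and 1475 changed exon usage. The block fit of exon usage also left out CT40, so that its count does not show the effect of the block alone.

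The observed labels gave the largest count in 1 of 100 draws for the mean fasting effect, the effect at any time, both rhythm tests, the difference in rhythm, the one-carbon enzymes in both sets, and exon usage, with limma in place of edgeR. The largest counts in the other draws were 1771, 4142, 1 (controls), 495 (fasted), 2999, 1 and 722. For exon usage the median of the other draws was 264, against 4527 observed, so that limma's test makes calls without an effect. At each time from CT16 to CT44, 1 of 34 splits of the 8 libraries, the observed one, gave as many genes as observed, 3550 to 7175 against at most 1 in the others. At CT12 the observed split gave 1 gene and the others 0, which supports little.

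Scaling did not move the split of the genes changed in the mean. It was 47.3% higher with TMM, 48.6% with DESeq2's size factors or the authors' factors and 49.1% with the upper quartile. All of these scalings centre the bulk of genes (median log2 change of -0.02 with TMM and -0.00875 with the upper quartile). The similar split therefore cannot tell whether most genes shifted together. Removing each library's trends with GC content and transcript length, known for 88.2% of genes, changed the count of limma from 12247 to 12179 genes, with 11250 in both, so that these trends are not the whole cause. Thinning every library to the smallest total left 12483 genes, of which 12250 also passed before, so that library size is not the cause. The counts of Ahcy and Ahcyl added rose by 0.79, so that reads moved between them do not give the rise. A log2 change of 1 was found for 50.5% of simulated genes at CT24, with 4 libraries against 4, and for 89.5% in the mean from CT12 to CT44.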

Differences from the paper's values

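The article states no value that can be set beside those computed here. It shows an icon for rhythmic mRNA at enzymes of Fig. 2. Mtr has no icon there, but was rhythmic in controls (peak-to-trough difference 0.31 on the log2 scale, adjusted p = 0.000574 from edgeR's quasi-likelihood test), and was so with each replicate left out (highest adjusted p = 0.0107). The icon at SHMT does not tell Shmt1 from Shmt2. Shmt1 was rhythmic in controls (adjusted p = 0.0091) and Shmt2 was not (adjusted p = 0.0726). Shmt2 did pass with time as a factor in place of the cosine, where its adjusted p was 0.00752. It also passed with the cosine when adjusted over the list of 14 one-carbon enzymes alone (unadjusted p = 0.0332).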

Other observations

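The test of 5' bins was chosen only after the exon result had been seen. Bins 1 to 3 of Mat1a, a gene on the plus strand, had less weight in fasted libraries. A lower coverage of 5' ends would lower the first bins of other genes too. The median change of the 5'-most bin relative to its gene was -0.031 on the log2 scale, over the 11468 of 11546 genes with at least 5 tested bins whose strand is known, and that of the 3'-most bin 0.01, which argues against it. Another start or first exon of Mat1a under fasting may be involved, as a hypothesis, since bin positions are not given.

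Among the smallest p-values for exon usage were those of Fermt2 (adjusted p = 1.73e-109), Fdft1 (1.29e-108), Mat1a and Ces1c (2.29e-82), all from edgeR's diffSpliceDGE. Of the 1985 genes with changed exon usage, 1541 also changed in expression. Among the other one-carbon enzymes, Bhmt (adjusted p = 6.23e-12), Shmt1 (0.00134), Cbs (0.00641), Pemt (0.0142) and Shmt2 (0.0375) passed, and Nnmt (0.368) did not.

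In fasted livers 9395 of 19933 genes passed the test of a 24 h rhythm between CT12 and CT44. The length of the fast rises with time there and only its linear part is in the model. A fasting response of another shape can therefore pass as a rhythm. Of the 19165 genes in both rhythm tests, 5125 were rhythmic in controls and in fasted mice. Fasting changed 13072 genes in the joint test over the 9 times. In the mean from CT12 to CT44, Per1 rose by 1.46 on the log2 scale, Nr1d1 by 0.96, Ppara by 0.64, Rora by 0.40, Sirt1 by 0.29, Cry2 by 0.24, Clock by 0.23 and Nampt by 0.13, Per2 (-0.64) and Per3 (-0.39) fell, and Bmal1 and Cry1 did not pass (adjusted p = 0.705 and 0.356). Both passed the joint test (adjusted p = 0.00116 and 0.00683). Bmal1 changed by 1.39 at CT32 and by -1.11 at CT40 (adjusted p = 0.00359 and 0.00202). Nampt lay above control at 8 of 9 times, but changed by -0.64 at CT36 (adjusted p = 0.000603 from edgeR's quasi-likelihood test). Nr1d1 lay above control at 7 of 9 times. Its changes at CT28 and CT32 were -0.44 and -0.78 (adjusted p = 0.339 and 0.0672). Clock, Per1, Per2, Per3, Cry1, Cry2, Rora, Nampt and Ppara were rhythmic in controls and Sirt1 was not (adjusted p = 0.187). In at least 1 fit without a replicate, the rhythm of Rora (highest adjusted p = 0.0538) and the rise of Nampt (0.116) did not pass. Nampt rose in males alone (0.317, adjusted p = 0.000168) and not in females alone (-0.056, adjusted p = 0.513).

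Among methyltransferases and demethylases, Rnmt rose by 0.36 on the log2 scale, Kmt2a by 0.21, Alkbh5 by 0.10 and Wtap by 0.06, and Mettl16 (-0.29), Cmtr1 (-0.23), Cmtr2 (-0.16), Ezh2 (-0.15), Mettl14 (-0.10) and Fto (-0.07) fell. Mettl3 did not pass (adjusted p = 0.152). At CT8, before food removal, Ezh2 already differed by -0.75 and Kmt2a by -0.35 (adjusted p = 0.0381 and 0.0185 from edgeR's quasi-likelihood test). The changes of Mettl14, Wtap, Cmtr2, Ezh2, Fto and Alkbh5 did not pass in at least 1 fit without a replicate.

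Of the fasting markers, Pdk4 rose by 2.20, Pck1 by 1.80 and Cpt1a by 1.46, and Fasn (-2.86) fell. The rise of Pdk4 was not constant. It was 3.23 at CT20, -0.29 at CT28 (adjusted p = 0.746) and 3.65 at CT40, while Pdk4 was rhythmic in controls with a peak at CT22.2. The largest rises were those of Gm15441 (6.65), Gm48199 (5.78), Cidec (5.62), E030018B13Rik (4.94) and Cyp4a14 (4.91), and the largest falls those of Serpina9 (-6.28), Chrna4 (-5.94), Hsd3b5 (-4.62), Gm15998 (-4.48) and Pnpla3 (-4.36). The smallest p-values for a sex difference were those of Ttc39c (1.01, females minus males on the log2 scale), Gm71569 (2.47), Sqor (-0.72), Cabyr (2.63) and Cyp2c38 (-1.25). Xist lay between 907 and 1555 CPM in females and at most at 2.05 in males, and Eif2s3y, Kdm5d and Uty were at most at 0.17, 0.161 and 0.126 CPM in females.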
